# Analysis of HER2 genomic binding in breast cancer cells identifies a global role in direct gene regulation

**DOI:** 10.1371/journal.pone.0225180

**Published:** 2019-11-20

**Authors:** Aisling M. Redmond, Soleilmane Omarjee, Igor Chernukhin, Muriel Le Romancer, Jason S. Carroll

## Abstract

HER2 is a transmembrane receptor tyrosine kinase, which plays a key role in breast cancer due to a common genomic amplification. It is used as a marker to stratify patients in the clinic and is targeted by a number of drugs including Trastuzumab and Lapatinib. HER2 has previously been shown to translocate to the nucleus. In this study, we have explored the properties of nuclear HER2 by analysing the binding of this protein to the chromatin in two breast cancer cell lines. We find genome-wide re-programming of HER2 binding after treatment with the growth factor EGF and have identified a *de novo* motif at HER2 binding sites. Over 2,000 HER2 binding sites are found in both breast cancer cell lines after EGF treatment, and according to pathway analysis, these binding sites were enriched near genes involved in protein kinase activity and signal transduction. HER2 was shown to co-localise at a small subset of regions demarcated by H3K4me1, a hallmark of functional enhancer elements and HER2/H3K4me1 co-bound regions were enriched near EGF regulated genes providing evidence for their functional role as regulatory elements. A chromatin bound role for HER2 was verified by independent methods, including Proximity Ligation Assay (PLA), which confirmed a close association between HER2 and H3K4me1. Mass spectrometry analysis of the chromatin bound HER2 complex identified EGFR and STAT3 as interacting partners in the nucleus. These findings reveal a global role for HER2 as a chromatin-associated factor that binds to enhancer elements to elicit direct gene expression events in breast cancer cells.

## Introduction

Human epidermal growth factor receptor 2 (HER2) is a member of the epidermal growth factor (EGF) family of receptor tyrosine kinases (ErbBs), which traditionally has been known as a transmembrane tyrosine kinase receptor involved in signalling to the mitogen activated protein kinase (MAPK) pathway and the phosphatidylinositol 3-kinase (PI3K) pathway. HER2 has no known ligand but heterodimerises with other ErbB receptors when they are activated by ligand. HER2 is amplified in a number of breast cancer tumours, with the frequency reported to range from 10% [1] to 30% [2]. Breast cancer patients with this amplification of HER2 have a significantly poorer prognosis when compared to patients with non-amplified HER2 [2]. As a result of its amplification and the location of HER2 in the extracellular membrane, a number of therapies have been developed to target this molecule. The monoclonal antibody trastuzumab has been used in the clinic to treat patients with HER2-positive breast cancer for a number of years [3]. More recently, the small molecule tyrosine kinase inhibitor lapatinib, which targets both HER2 and EGFR, and trastuzumab emtansine (TDM1), an antibody-drug conjugate, have been introduced as a therapy for patients with metastatic breast cancer [4, 5].

The presence of HER2 in the nucleus was first noted by Xie and Hung [6], who also reported that HER2 can function as a transcriptional activator. Giri *et al* [7] reported that HER2 is transported to the nucleus by endocytosis, involving importin β1 and the nuclear pore protein Nup358. Once in the nucleus, HER2 acts as a coactivator for signal transducer and activator of transcription 3 (STAT3), in a complex alongside the progesterone receptor (PR) and AP-1 [8–10]. These interactions were analysed via chromatin immunoprecipitation (ChIP) at the *cyclin D1* promoter in the mouse mammary C4HD cell line [8, 9] and at the *p21CIP1* promoter in the T47D human breast cancer cell line [10]. HER2 has also been reported to bind to the *COX-2* promoter in the breast cancer cell lines BT474 and SKBR3, and the ovarian cancer cell line SKOV3 [11]. In metastatic breast cancer cell lines, Venturutti *et al* [12] demonstrated that HER2 binds to the promoter region of a microRNA, in conjunction with STAT3. In addition, Li *et al* [13] have reported that HER2 associates with β-actin and RNA pol I, resulting in enhanced rRNA gene transcription. In the nucleus of a number of cancer cell lines, HER2 has been found to interact with macrohistone 2A1.2 [14]. Despite the fact that a number of these publications show that the proportion of HER2 in the nucleus appears to be quite low in comparison to that at the membrane, there appears to be an important role for HER2 in the nucleus.

Further studies in clinical samples revealed the presence of nuclear HER2 (nHER2) in tumours from breast cancer patients [15, 16]. Schillaci *et al* [16] reported nHER2 in 33.6% of primary invasive breast carcinomas and this expression was a significant independent predictor of worse overall survival in patients with membranous HER2 (mHER2). Dillon *et al* [15] demonstrated an association between COX-2 expression and nHER2 in a large breast cancer patient population, and nHER2 predicted poor disease-free survival in patients on endocrine treatment. The role of nHER2 has recently been reported to be involved in resistance to trastuzumab, with nHER2 forming a complex at the DNA with STAT3 and ErbB3 [17].

These previous reports in cell lines and breast cancer samples indicate a role for nHER2 in disease progression. However, the HER2-chromatin interactions have focused mainly on binding at specific loci of interest. We mapped nHER2 on a genome-wide scale for the first time, using ChIP-exonuclease (ChIP-exo) [18], a high resolution transcription factor mapping protocol. We chose breast cancer cell lines with amplification of the *ErbB2* locus which represent different breast cancer subtypes, in order to analyse the importance of nHER2 in both of these molecular environments. Using this approach, we sought to identify direct transcription target genes of this important and complex factor.

## Results

### Global binding analysis of HER2 in SKBR3 cells reveals a de novo binding motif

The association of the full-length transmembrane receptor HER2 with the DNA in breast cancer cells was first confirmed by chromatin fractionation and Western blotting. The cell lines SKBR3 and BT474 which have an amplified *ErbB2* locus were used in this project. In these two breast cancer cell lines, HER2 was bound to the chromatin in both vehicle and EGF stimulated conditions (S1A Fig), confirming previous findings showing that full-length HER2 can be chromatin bound [6, 8–10]. Interestingly, ChIP-seq of HER2 in SKBR3 cells was not sensitive enough to identify HER2 binding sites (S1B Fig) but the improved signal from ChIP-exo [18] permitted global mapping. Cells were treated with EGF for three hours (S1C Fig) and HER2 ChIP-exo was conducted (Fig 1, S1D Fig), with peaks called using MACS [19]. In vehicle-treated (asynchronous) and EGF-treated cells, 2,596 and 2,520 binding sites were identified respectively but with only a small overlap (~15%) (Fig 1A and 1B). EGF treatment for 3 hours induced binding at a number of new sites in the genome. In addition, the average binding intensity increased in the presence of this growth factor, evident in the heatmap and in the corresponding average intensity plots (Fig 1A and 1B).

**Fig 1:**
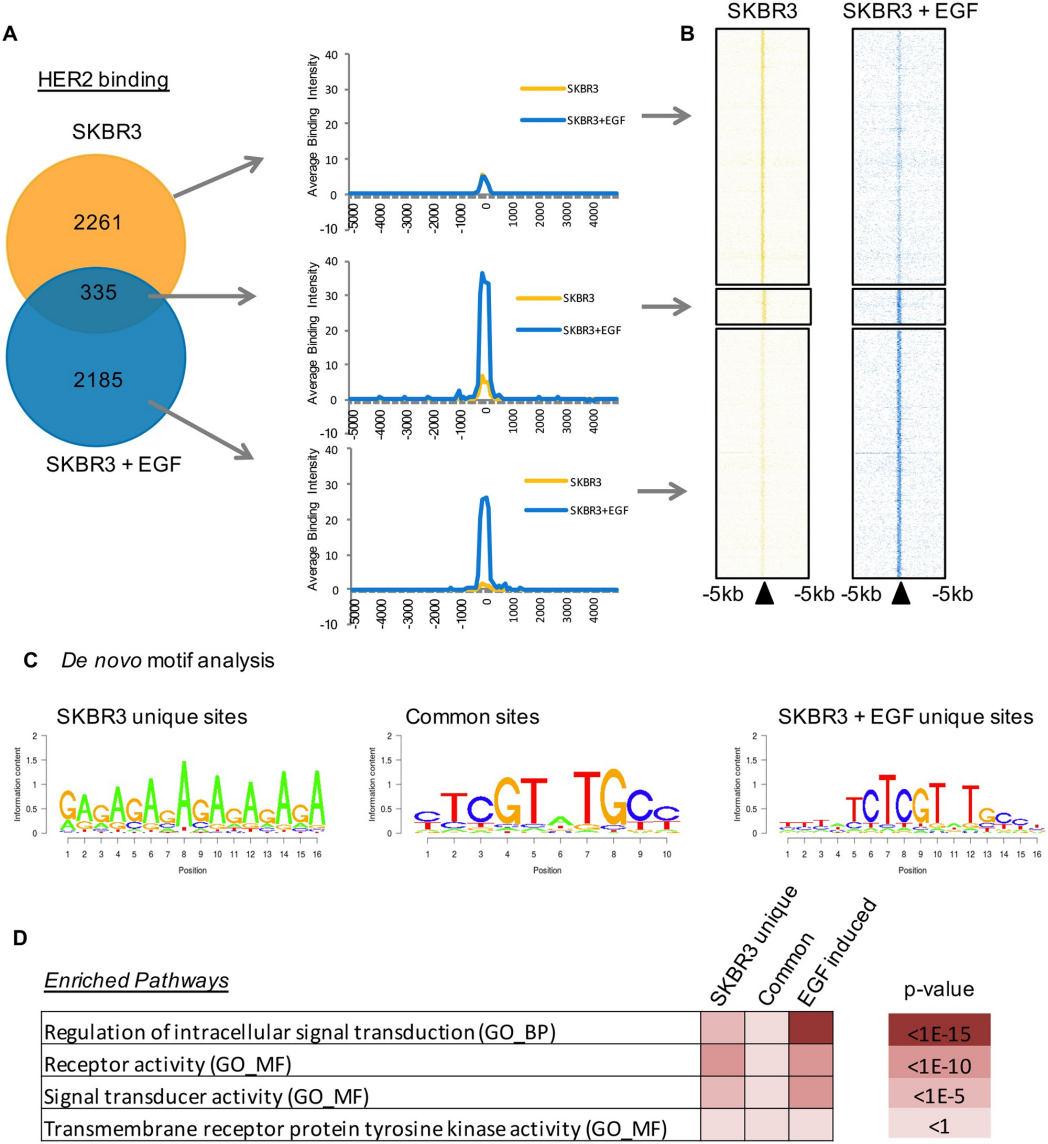
ChIP-exo reveals HER2 binding across the genome of the SKBR3 breast cancer cell line. Experiments were performed in asynchronous conditions, with the supplementation of vehicle (H2O) or EGF (100ng/ul) for 3 hours. A) Venn diagram illustrating the overlap of peaks found in the vehicle treated and EGF treated conditions and average intensity plots generated from the peaks within each subset. EGF treatment re-programmes binding to new sites and increases the average intensity of binding. B) Heatmap illustrates the binding in the different subsets of peaks. C) *De novo* motif analysis of the underlying DNA at the HER2 binding sites. A novel part-palindromic motif (CGT-TGC) was identified at the common binding sites and those found after EGF treatment. D) Gene Ontology analysis of the genes found within 10kb of the binding sites were analysed using the Broad Institute’s GSEA website. Signal transduction and receptor activity pathways feature in particular near the binding sites identified in EGF treated cells SKBR3 cells.

*De novo* motif analysis revealed a motif underlying the binding sites found in the EGF condition and in the common sites bound in both treatment conditions (Fig 1C). This binding site has no known corresponding transcription factor. The motif appears to be palindromic in the core ’CGT_TGC’ sequence. Notably, this motif was not found in the SKBR3 asynchonous only subset of binding sites. This finding, along with the low intensity of these binding sites could indicate a lesser functional role of these binding sites. Analysis of the genes within 10 kb of the binding sites revealed significant associations with genes in pathways involving signal transduction and receptor/kinase activity (Fig 1D). Binding of HER2 was not found to be enriched at any particular genomic feature such as promoters in comparison to the breakdown of the whole genome into these features (S1E Fig).

### EGF treatment induces increased binding in the BT474 breast cancer cell line, with a considerable overlap with those found in the SKBR3 cell line

HER2 ChIP-exo was examined in another breast cancer cell line with an amplified *ErbB2* locus, the BT474 cells. This cell line also expresses the progesterone receptor which has previously been reported to associate with HER2 at the chromatin [8–10]. HER2 peaks were evident in both asynchronous and EGF-treated conditions (Fig 2A and 2B). The number of binding sites of HER2 in the BT474 cell line increased considerably with treatment of EGF, however the common sites found in both conditions had the strongest average intensity (Fig 2A & S2A Fig). *De novo* motif analysis of the HER2 binding peaks revealed that all three subsets of binding peaks had a similar underlying motif to that found in the SKBR3 cells, implying a common mechanism for HER2 chromatin binding (Fig 2C). Binding of HER2 in this cell line did not show any enrichment to specific regions of the genome (S2B Fig). Interestingly, upon comparison of the binding in the two breast cancer cell lines under un-treated conditions, (Fig 2D, left) the majority of the peaks were unique to each cell line. In contrast, after treatment with EGF (Fig 2D, right) the majority (85%) of the SKBR3 peaks were also found in the BT474 cell line.

**Fig 2:**
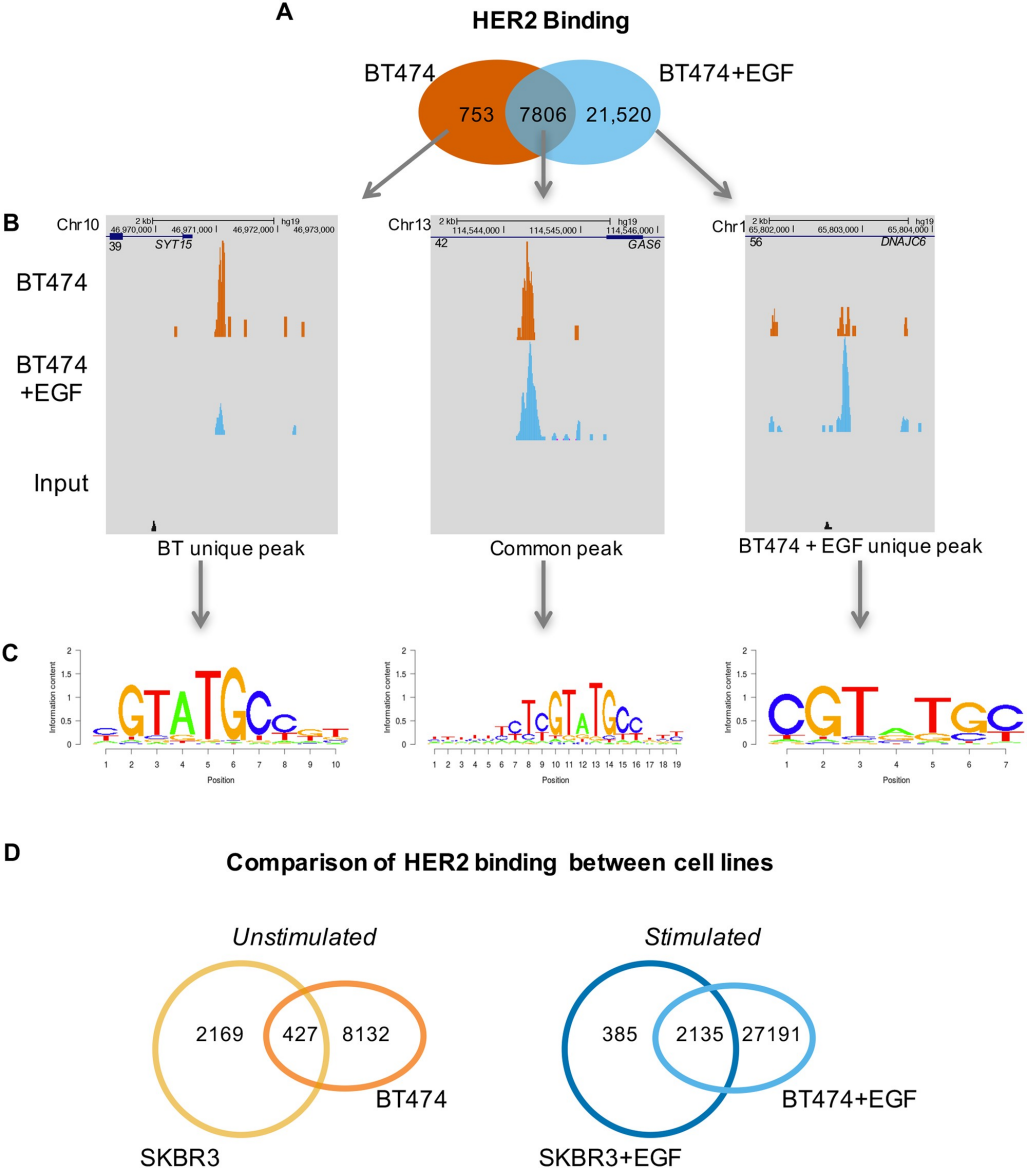
Binding analysis of HER2 in the BT474 cell line. Binding analysis of HER2 in the BT474 cell line reveals a considerable increase in binding after EGF treatment, and shared a number of sites with the SKBR3 cell line. ChIPexo experiments were performed in asynchronous conditions, with the supplementation of vehicle (H2O) or EGF (100ng/ul) for 3 hours. A) Venn diagram illustrating the overlap between the two treatment conditions in the BT474 cell line. EGF treatment induces a considerable increase in binding sites. B) UCSC genome browser shots of unique and common sites for all three subsets of peaks. C) *De novo* motif analysis reveals the same novel motif found in the SKBR3 cells underlying the binding sites in the BT474 cell line. D) Venn diagrams comparing the binding sites found in the two breast cancer cell lines, SKBR3 and BT474, under asynchronous conditions (left) and EGF treatment conditions (right). In asynchronous cells, the majority of the sites are independent, while after EGF treatment, the majority of SKBR3 binding sites are also found in the BT474 cells.

### A subset of HER2 binding sites overlap with enhancer regions and are found near genes involved in signalling pathways

Monomethylation of lysine 4 on histone 3 (H3K4me1) is enriched at enhancer regions in the genome [20]. Given the fact that HER2 binding occurred throughout the genome, we hypothesised that HER2 binding might occur at enhancers. H3K4me1 was mapped in EGF-treated SKBR3 and BT474 breast cancer cell lines. Two replicates were performed for each cell line. Comparison of the binding of this epigenetic mark with HER2 binding sites, revealed 413 common regions in the SKBR3 cell line, representing 16.4% of the HER2 peaks (Fig 3A). In the BT474 cell line, 3,976 regions were co-occupied by HER2 and H3K4me1, representing 13.6% of all the HER2 bound regions in this specific cell line (S2C Fig). As such, a small proportion of the HER2 bound regions are bona fide enhancer elements.

**Fig 3:**
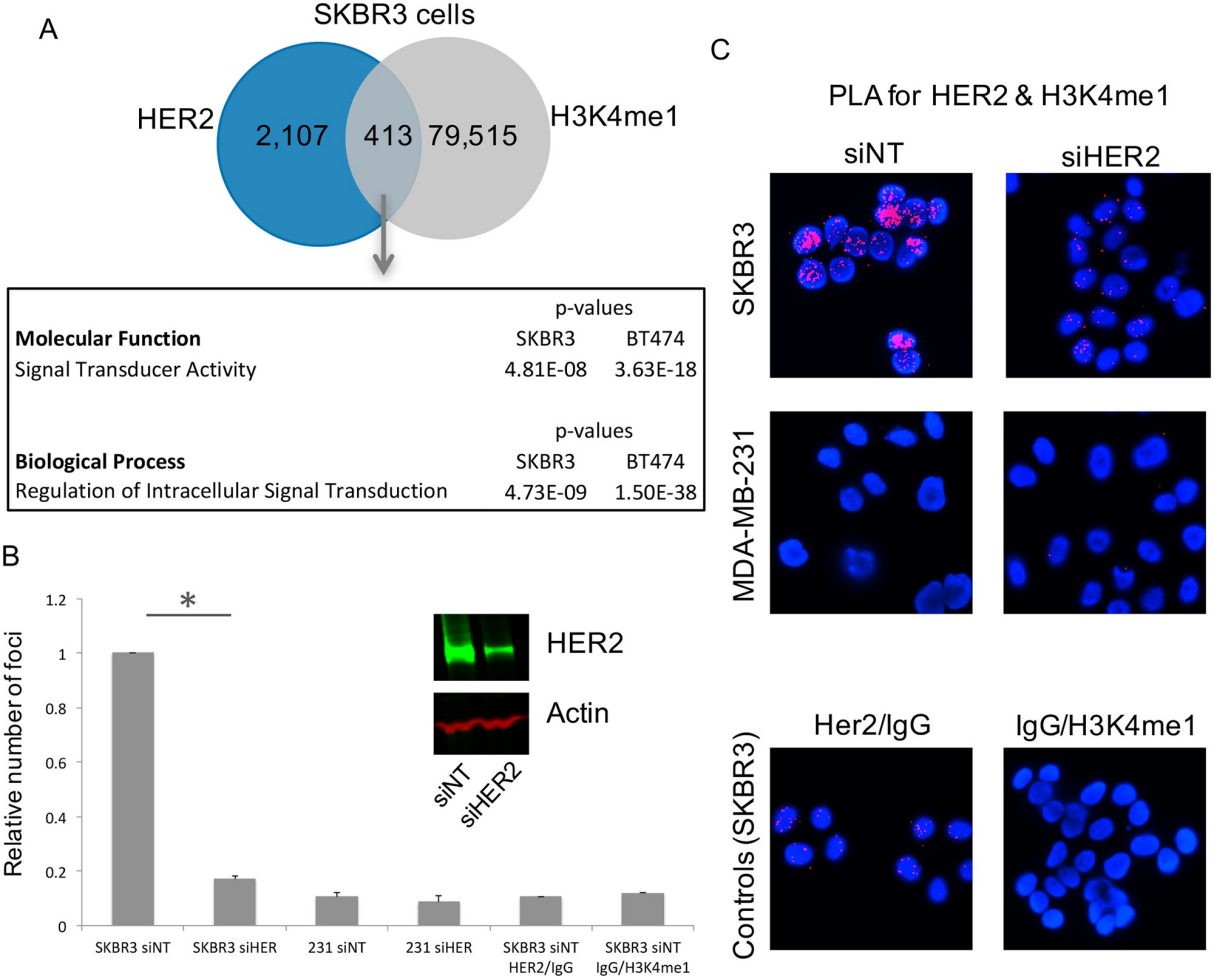
HER2 and H3K4me1 co-localise at the chromatin. HER2 and H3K4me1 co-localise at the chromatin near genes involved in signal transduction and protein kinase activity. A) Venn diagram illustrating the overlapping sites of HER2 and H3K4me1 in the SKBR3 cells. Genes with common binding sites within 10kb of the TSS were analysed using the Broad Institute’s GSEA website, revealing significant enrichment for Signal Transduction GO pathways. B) Proximity ligation assay utilising antibodies raised against HER2 and H3K4me1 illustrating a reduction in the number of fluorescent foci with knockdown using siRNA against HER2. Anti-HER2 (mouse monoclonal, Abcam ab16901) and anti-H3K4me1 (rabbit polyclonal, Abcam ab8895) antibodies were used for PLA experiments. Histogram with quantification of fluorescent foci. *p-value < 0.05 (Student’s t-test). Inset: confirmation of knockdown of HER2. C) Examples of fluorescent images generated from PLA. HER2-negative MDA-MB-231 cells were used as negative control cell line. Additional controls included substituting the individual primary antibodies with IgG (bottom panel).

Genome-wide mapping of HER2 revealed thousands of regions of the genome occupied by this receptor in two independent breast cancer cell lines. As previously shown (S1A Fig) chromatin fractionation followed by Western blotting confirmed HER2 chromatin occupancy. We explored an additional independent method for assessing HER2-chromatin interactions, specifically proximity ligation assay (PLA). PLA permits sensitive identification of *in situ* protein-protein interactions based on physical proximity [21]. We established a PLA assay to assess interactions between HER2 and histone H3K4me1. In the first instance, we confirmed that EGF treatment increased the interaction of HER2 and H3K4me1 in comparison to control cells (S2D Fig). Subsequently, we performed PLA in EGF-stimulated SKBR3 cell lines using HER2 siRNA, which was effective at silencing the HER2 protein (Fig 3B). Interactions between HER2 and H3K4me1 were observed using PLA and silencing of HER2 significantly reduced the number of immunofluorescent foci observed in the nuclei of the EGF-treated breast cancer cells (Fig 3B and 3C). MDA-MB-231, a cell line which does not express HER2, was used as a negative control and did not show any signal from PLA experiments conducted between HER2 and H3K4me1.

Genes within 10kb of the common HER2 and H3K4me1 binding sites revealed 222 genes in SKBR3 cells and 2,123 genes in the BT474 cell line. Gene Set Enrichment Analysis [22, 23] showed that both of these gene lists were enriched for Gene Ontology terms involving signal transduction (Fig 3A). Included in the lists of genes were important signalling proteins such as *MAP3K13*, *PRKCH*, *Myc and MAPK11*.

### Proteomic analysis of HER2 binding partners at the chromatin reveals interactions with STAT3 and EGFR

Having established the binding of HER2 to chromatin in two breast cancer cell lines, a modified rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) protocol was used to identify partners of HER2 at the chromatin [24]. Two replicates were performed, each using a different nuclear/chromatin preparation kit and the cells were labelled using stable isotope labelling by amino acids in cell culture (SILAC). Asynchronous SKBR3 cells were grown in SILAC medium and treated with vehicle or EGF for 3 hours. Following HER2 purification combined with MS analysis, HER2 was revealed as the top protein, validating the purification approach and the antibody used for ChIP-exo. Peptide coverage of the HER2 protein is shown in Fig 4A. EGFR, a known interactor of HER2 at the membrane was also found to interact with HER2 at the chromatin (Table 1, S1 Table). Importantly, the transcription factor, STAT3, was confirmed to interact with HER2, suggesting potential global functional interplay between these two proteins, in support of the locus specific evidence linking these factors [8]. The interaction of HER2 with EGFR and STAT3 in the nucleus was confirmed by coimmunoprecipitation in the SKBR3 cell line (S2D Fig).

**Fig 4:**
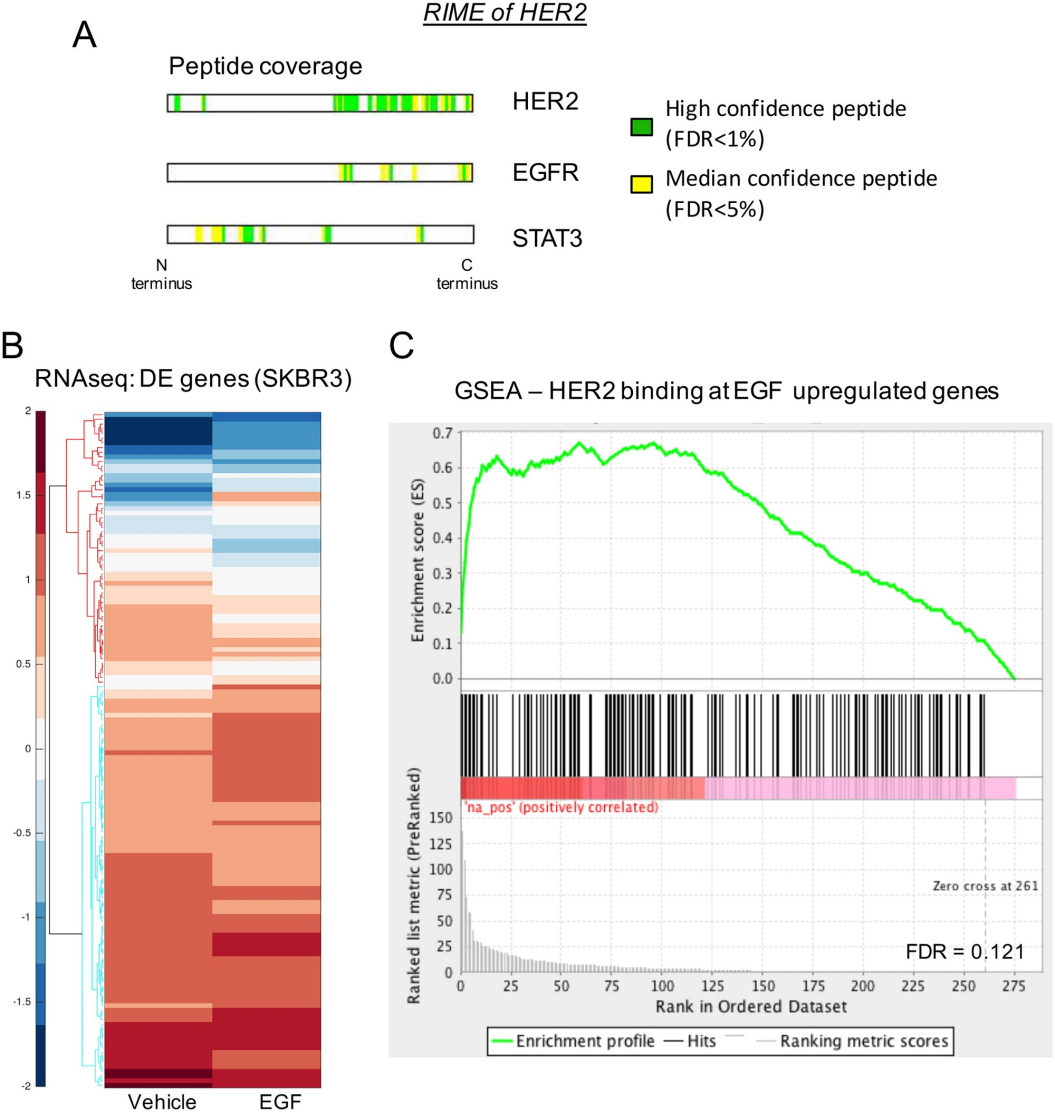
Mass spectrometry and RNAseq reveal STAT3 and EGFR as interacting partners at the chromatin. Mass spectrometry and RNAseq reveal STAT3 and EGFR as interacting partners at the chromatin, with a subsequent influence on expression of nearby genes. A) Peptide coverage of HER2, EGFR, STAT3 from the RIME data from SKBR3 cells. Green and yellow bars represent regions of the full-length protein sequence in which the peptides were identified. Green indicates a high confidence (FDR<1%) peptide and yellow indicates a median confidence peptide (FDR<5%). B) Heatmap from RNAseq in the SKBR3 cell line of the differentially expressed genes which have a HER2 and H3K4me1 overlapping binding site either within the gene body or within 10kb upstream from the TSS. Fifty-nine genes were upregulated and 314 genes were downregulated. C) GSEA analysis combining genes upregulated upon EGF treatment from RNAseq data with the overlapping HER2/H3K4me1 binding sites. A correlation between the ChIP peaks and the upregulated genes in RNAseq is illustrated. Normalised Enrichment Score was 1.0976515.

**Table 1:** Mass spectrometry results from SKBR3 cells detailing the number of unique peptides detected for HER2, STAT3 and EGFR.

	JP602/HER2 IP	JP603/IgG	JP628/HER2 IP	JP629/IgG
HER2	32	1	28	0
STAT3	6	1	10	0
EGFR	4	0	5	0

### Genomic binding of HER2 and H3K4me1 correlates with expression of nearby genes

In order to test whether the HER2 genomic binding events had a functional impact, HER2 binding was coupled with gene expression in the SKBR3 cell line. The SKBR3 breast cancer cell line was treated with vehicle or EGF for 3 hours and total RNA was collected for RNA-seq. 

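SKBR3 is an established breast cancer cell line with many copies of ERBB2, the gene that encodes HER2, and EGF is the ligand of EGFR, a receptor that pairs with HER2. The RNA-seq set analysed here held 10 libraries, 5 of cells given vehicle and 5 of cells given 100 ng/ml EGF for 3 hours, numbered 1, 3, 4, 5 and 6 in both treatments. The paper states that single-end reads of stranded mRNA libraries were aligned to GRCh37 with TopHat and counted on genes with HTSeq-count. The authors then divided the counts of each library by its DESeq2 size factor and deposited these normalised counts for 54127 Ensembl gene IDs. Every normalised count was a whole multiple of the value of 1 read in its library (100% of the values), which gave back the number of reads counted on genes. These were between 9562135 and 33995319 reads in the vehicle libraries, with a median of 19522164, and between 21465009 and 34406886 in the EGF libraries, with a median of 23455746. Vehicle replicate 1 was the shallowest library, and 1 read in it was worth 2.09 normalised counts, against 0.591 in vehicle replicate 6. The mean of the normalised totals was 1.15 times as high in the EGF libraries. Each EGF total was above each vehicle total, the lowest EGF total being 1.10 times the highest vehicle total (two-sided exact permutation test, p = 0.0079, the smallest p that 5 libraries against 5 allow), so the choice of scaling bears on the number of genes found higher or lower. Differences between treatments were tested with limma on log2(normalised count + 1), over the 14687 genes with a mean of at least 10 normalised counts, with Benjamini-Hochberg adjustment and the paper's threshold of 0.01. Fold changes on this scale understate the change of genes with low counts. Replicates 3 and 6 differed from replicates 1, 4 and 5 in both treatments, for example in the share of counts on mitochondrial genes, which was between 7.09% and 9.34% in the former and between 3.10% and 5.24% in the latter. The counts are reads without molecular identifiers, so the floors given for genes with few reads cover counting error only.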

Five replicates were conducted. The comparison of these samples allowed us to determine which genes were regulated by EGF expression. 

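The response was examined first in 25 genes that signalling from EGFR through the MAPK cascade induces. All 23 of them that could be tested were higher after EGF at an adjusted p under 0.01 in limma's test, and 23 were when p was adjusted over the list alone. Their log2 fold changes lay between 0.67 for DUSP6 and 7.91 for FOSL1, with a median of 1.88. The count fell to 22 when the libraries were scaled to equal totals, where DUSP6 had a log2 fold change of 0.48 (limma, adjusted p = 0.022), and to 22 without EGF replicate 5, where DUSP6 had an adjusted p of 0.010 from limma. With no filter on low counts DUSP6 did not pass either (limma, adjusted p = 0.011), and the count was 23 of the 25 genes then tested. Over all alternatives the adjusted p of DUSP6 lay between 0.0016 and 0.27, the latter within replicates 3 and 6 alone. FOSL1 (ENSG00000175592), a protein-coding gene on chromosome 11 of GRCh37 from 65659490 to 65668044, encodes a subunit of the transcription factor AP-1. It rose from 8.84 ± 2.05 normalised counts with vehicle (SD, n = 5) to 2340 ± 202 with EGF (SD, n = 5), a log2 fold change of 7.91 with a standard error of 0.13 (limma, adjusted p = 1.6e-12), and 8.03 without vehicle replicate 6, which was far above the other vehicle libraries. PHLDA1 (ENSG00000139289) rose from 67.8 ± 8.95 to 2457 ± 214 normalised counts, a log2 fold change of 5.16 with a standard error of 0.10 (limma, adjusted p = 5.3e-12). EGR1 (ENSG00000120738), an immediate early transcription factor, rose from 263 ± 90.2 to 2140 ± 332, and DUSP5 (ENSG00000138166), a MAPK phosphatase, from 169 ± 33.9 to 971 ± 72.6. CCND1 (ENSG00000110092), which encodes cyclin D1, rose from 4047 ± 714 to 14786 ± 1848 normalised counts. FOS, JUN, IER2, IER3, DUSP4, SPRY2, SPRY4, SPRED1, ETV4, HBEGF, EREG, ERRFI1, LIF, PLAUR, VEGFA, KLF6 and MYC were also higher, each in all 5 pairs of libraries with the same number, and PLAUR had 1 vehicle library, replicate 3, far above the others. IER2, IER3 and DUSP6 share 52.2%, 38.9% and 28.6% of their exon bases with genes on the other strand in the GENCODE annotation of GRCh37, and the paper's text does not name the strand setting of the counting, so their counts are uncertain. ETV5 was at or under 3 reads in every library. AREG had 0 reads in the vehicle libraries and from 1 to 11 reads in the EGF libraries, at least 2.24-fold higher against a floor of 3 reads, and its reads could have been split with its near-identical copy AREGB. The largest rise among all genes that changed the same way in the 5 pairs was that of IL1RL1 (ENSG00000115602, an interleukin receptor), from 2.61 ± 1.96 to 2092 ± 356 normalised counts. Other large rises were those of IL24, at least 72.0-fold higher against the floor, and CDSN, with a log2 fold change of 6.27, which share 41.6% and 93.7% of their exon bases with a gene on the other strand. The largest falls were those of LINC00940, with a log2 fold change of -4.33, THRSP, at least 10.3-fold lower, LINC00284, with -3.63 and -3.87 without vehicle replicate 3, which was far below the other vehicle libraries, AATBC, at least 7.49-fold lower, and SLC40A1, with -3.36. Of these 5, SLC40A1 (ENSG00000138449, the iron exporter ferroportin) had the most reads with vehicle, and its normalised counts went from 243 ± 65.8 to 22.6 ± 5.05 (limma, adjusted p = 4.5e-08).

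**Figure D1:**
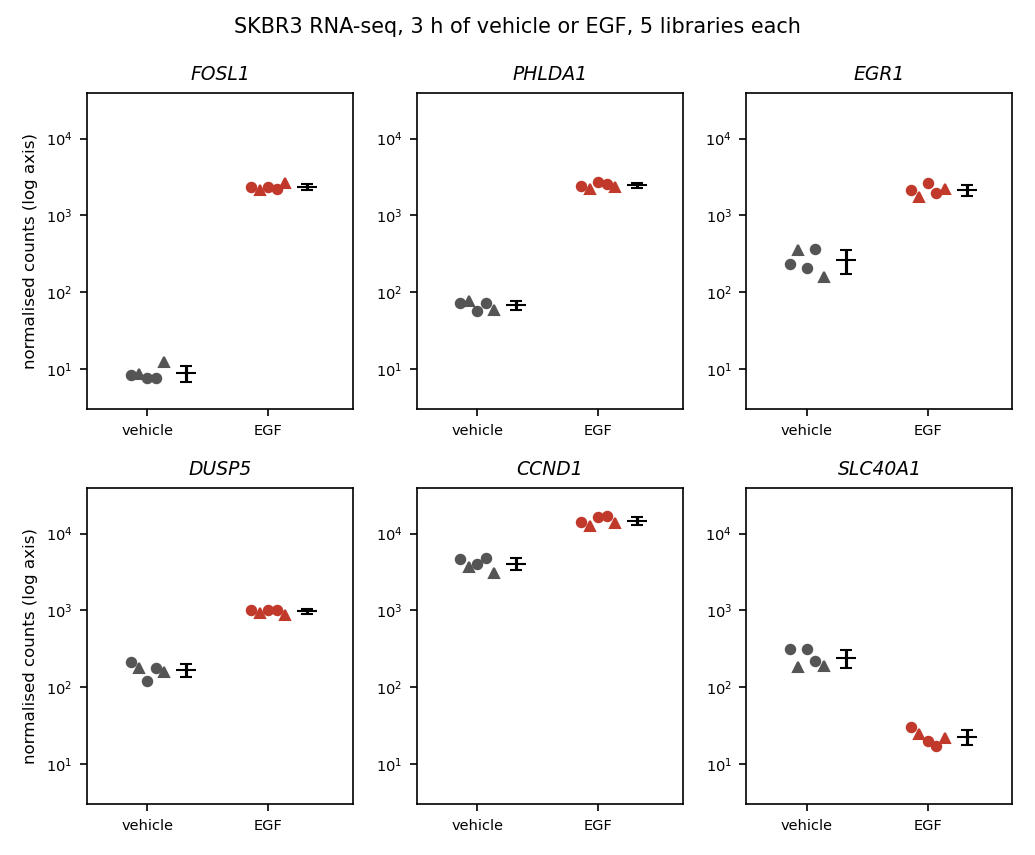
Normalised counts on a log axis of 6 genes in SKBR3 cells given vehicle (grey) or EGF (red) for 3 hours. Each point is 1 library, triangles are replicates 3 and 6, circles are replicates 1, 4 and 5, and the bars give the mean and SD of 5 libraries; the EGF libraries lie above all vehicle libraries for FOSL1, PHLDA1, EGR1, DUSP5 and CCND1, and below them for SLC40A1.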

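Of the 14687 genes tested, 6284 (42.8%) differed between EGF and vehicle at an adjusted p under 0.01 (limma with Benjamini-Hochberg adjustment), 3334 of them higher and 2950 lower after EGF. The change was at least 1 on the log2 scale for 2102 of them, 1002 higher and 1100 lower. The median log2 fold change was 0.72 among the genes that were higher and -0.83 among those that were lower, and 23.1% of the 6284 changed by less than 0.5. The direction was the same in all 5 pairs of libraries with the same number for 6268 of the 6284. With any 1 library left out, between 5424 and 6137 genes passed the threshold. Within replicates 3 and 6 alone the number was 6882, and within replicates 1, 4 and 5 it was 6598. The setting that moved the number most was edgeR's quasi-likelihood test on the recovered reads with the replicate number as a block, which gave 8704 genes. Most of this came with the block, which the main test leaves out: limma with the block gave 8583 genes, and edgeR without it 6452. The split into higher and lower genes depends on the scaling. Of the genes that passed, 53.1% were higher with the authors' size factors and 32.1% with all libraries scaled to equal totals, where 2079 genes were higher and 4405 lower, because this scaling moves the median log2 fold change of all tested genes by -0.20. The genes found here and those with an adjusted p under 0.01 in the authors' deposited table had 6194 in common, all changed in the same direction. Both come from the same counts, so the shared direction is no independent evidence. The 6194 are 85.2% of the authors' 7271 genes, of which 6786 had a mean of at least 10 and were tested here.

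**Figure D2:**
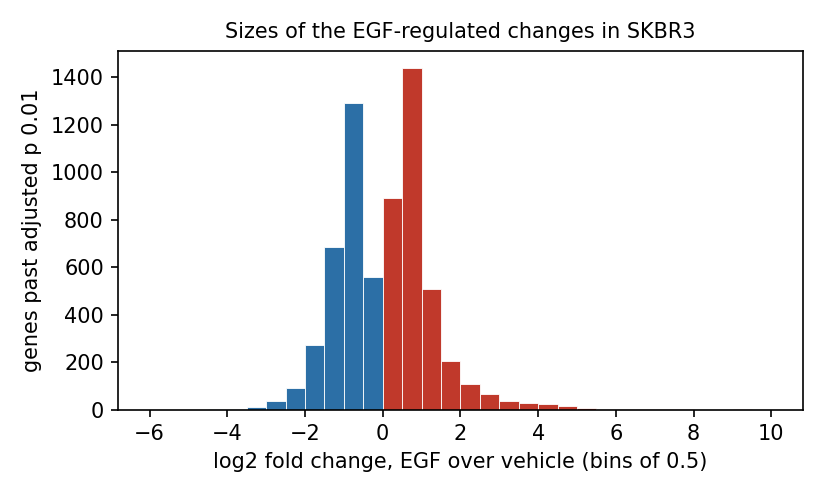
Number of genes past an adjusted p of 0.01 by their log2 fold change, EGF over vehicle, in bins of 0.5. Red bars are the 3334 genes higher after EGF and blue bars the 2950 lower, and most changes are smaller than 1 on the log2 scale.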

A total of 7,271 genes were differentially regulated in SKBR3 cells by EGF treatment (FDR 0.01). In order to look at the effect of the HER2 and H3K4me1 binding on these differentially regulated genes, we used two different approaches. Specifically, we focused on genes that had both HER2 binding and H3K4me1 signal within the gene body or up to 10kb upstream from the transcription start site, resulting in a total of 373 genes. A number of these genes were differentially expressed (59 upregulated, 314 downregulated) upon EGF treatment of the SKBR3 cell line, as illustrated by heatmap (Fig 4B). 

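In the authors' deposited table the log2 fold changes are vehicle over EGF, so that a gene that rose with EGF has a negative value. Among its genes with an adjusted p under 0.01, 3808 were higher after EGF and 3463 were lower. The list of genes behind the heatmap was not used here. The values of 4 genes are given that the paper names, in its analysis of sites common to HER2 and H3K4me1 in SKBR3 and BT474 cells, from the genes near such sites. MYC (ENSG00000136997), a protein-coding gene on chromosome 8 of GRCh37 from 128747680 to 128753674, had 3015 ± 333 normalised counts with vehicle (SD, n = 5) and 5279 ± 693 with EGF (SD, n = 5). Its log2 fold change was 0.81 with a standard error of 0.10 (limma, adjusted p = 3.4e-05), and it was higher in all 5 pairs. MAPK11 (ENSG00000185386), which encodes the kinase p38 beta and lies on chromosome 22 from 50702142 to 50709196, went from 113 ± 23.1 to 48.6 ± 10.0 normalised counts. Its log2 fold change was -1.21 with a standard error of 0.17 (limma, adjusted p = 7.2e-05), and it was lower in all 5 pairs. MAP3K13 (ENSG00000073803, chromosome 3 from 185000729 to 185206885) had 985 ± 74.4 normalised counts with vehicle and 1000.2 ± 90.5 with EGF, a difference smaller than the spread between replicates (limma, adjusted p = 0.84), and its direction changed with the setting. PRKCH (ENSG00000027075, chromosome 14 from 61654277 to 62017694) had 364 ± 67.6 with vehicle and 294 ± 40.5 with EGF. Its log2 fold change of -0.30 did not pass the threshold (limma, adjusted p = 0.084). It did with the replicate number as a block (limma, adjusted p = 0.0094), with edgeR and this block (adjusted p = 0.0038), and with libraries scaled to equal totals, where it was -0.50 (limma, adjusted p = 0.0088), and the other alternatives gave adjusted p up to 0.21. PRKCH was lower in 4 of the 5 pairs. EGF replicate 3 was far below the other EGF libraries for PRKCH, and without it the log2 fold change was -0.21.

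**Figure D3:**
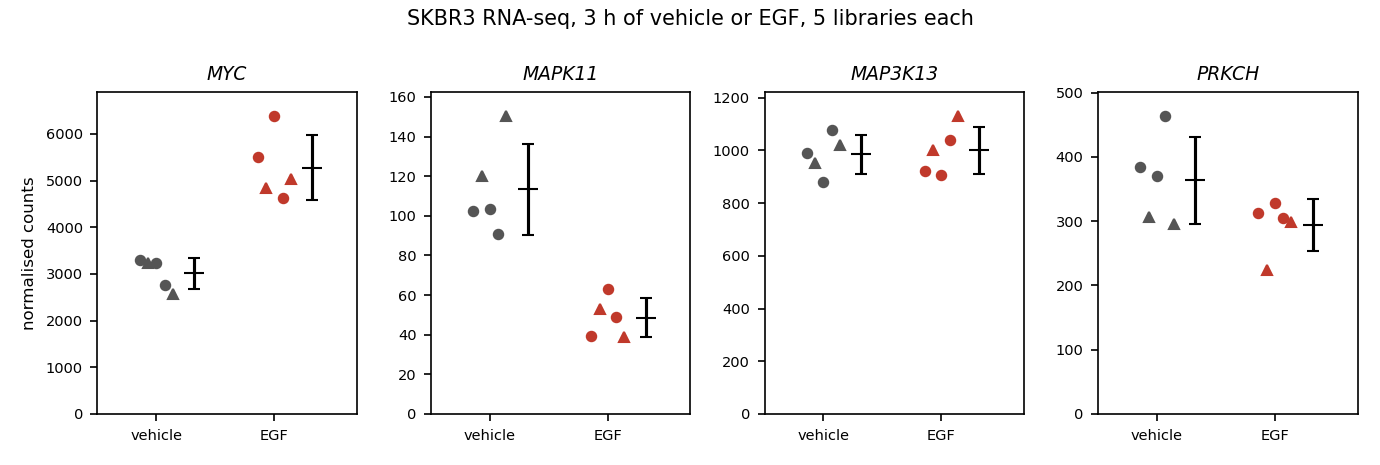
Normalised counts of MYC, MAPK11, MAP3K13 and PRKCH in SKBR3 cells given vehicle (grey) or EGF (red) for 3 hours. Each point is 1 library, triangles are replicates 3 and 6, circles are replicates 1, 4 and 5, and the bars give the mean and SD of 5 libraries; the groups do not overlap for MYC and MAPK11 and overlap for MAP3K13 and PRKCH.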

Gene set enrichment analysis revealed that HER2- and H3K4me1-occupied genes were also the genes that were upregulated by EGF stimulation (Fig 4C), suggesting that the HER2 binding occurred at functional enhancer elements, as demarcated by H3K4me1 and that these regions become transcriptional regulatory elements.

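The paper's methods state that genes selected near binding sites were ranked and weighted by the -log10 of their p, a value without direction, while the legend of Fig 4C names genes upregulated with EGF. The selected genes were not used here, and the shares given are those of all 14687 tested genes, which need not hold for the selected ones. Among the 500 genes with the smallest p in limma's test, 342 (68.4%) were higher after EGF and 158 (31.6%) were lower. The 95% Clopper-Pearson interval of the share that was lower ran from 27.5% to 35.9% and takes genes as independent draws. The share that was lower was 14.0% of the top 100 genes and 41.8% of the top 2000. It rose to 53.6% of the top 500 with libraries scaled to equal totals. In the authors' deposited table, 357 of the 500 genes with the smallest p were higher after EGF and 143 were lower. The enrichment itself needs the list of HER2- and H3K4me1-occupied genes, which was not used here. From the gene set enrichment analysis (Fig 4C), the paper reasons that EGF upregulated the genes occupied by HER2 and H3K4me1, and proposes that HER2 bound at functional enhancers.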

## Discussion

The membrane receptor HER2 is a standard clinicopathological variable that is used to stratify breast cancer patients onto specific treatment regimes. While the presence of this molecule in the nucleus of cells has been noted in a handful of publications, this is the first time that global analysis of HER2 binding has been reported. Analysis of the binding of HER2 was achieved using the ChIP-exo method, which increases the sensitivity of ChIP based mapping approaches. In this study we have profiled HER2 binding to the chromatin in two breast cancer cell lines with an amplified *ErbB2* locus. In the SKBR3 cell line, binding was observed in both asynchronous cells and following treatment with EGF. The majority of sites in EGF conditions were new binding sites for HER2, indicating a re-programming of the binding in the presence of EGF supplementation. In contrast, in the BT474 cell line, although EGF induced a large number of new binding sites for HER2, the majority of the binding sites found in asynchronous cells were also found in EGF-treated cells. Notably, the new sites induced by EGF treatment did not have a high average intensity. Importantly, *de novo* motif analysis revealed a novel motif underlying the peaks in both cell lines. Wang et al [11] reported a HER2-associated sequence (HAS) of ‘TCAAATTTC’ in the promoter of the *COX2* gene. This differs considerably to the motif which we have identified in this study. However, we have analysed the sequence which is bound by HER2 across hundreds of sites and in two different cell lines.

As EGF does not act as a direct ligand for HER2, this result could indicate that binding of HER2 to the chromatin is linked to dimerization with EGFR. EGFR itself has previously been reported to also localise to the nucleus in human squamous carcinoma and breast cancer cells [25]. In support of this hypothesis, our proteomic purification analysis revealed an interaction between HER2 and EGFR on the chromatin. Previous reports have identified a shorter variant of ErbB3 interacting with the Cyclin D1 promoter region, and the full length ErbB3 interacting with HER2 in the nucleus [17, 26]. In our study, we did not find an interaction between ErbB3 and HER2 in our mass spectrometry results but this may be due to stimulation with EGF rather than Heregulin, the ligand for ErbB3. The majority of the HER2 binding sites found in the EGF-treated SKBR3 cell line were also found in the BT474 cell line. There were over two thousand common peaks found in both cell lines and these shared binding regions had the highest signal intensity when compared to cell line specific HER2 binding sites, suggesting that the co-occurring HER2 binding sites are the strongest chromatin binding sites and likely play the most important functional role.

In order to gain confidence that the HER2 binding regions were functionally important, we correlated our genome-wide binding information with H3K4me1 ChIP-seq data, since H3K4me1 demarcates functional enhancer elements [20]. We found that approximately 16.4% of the EGF induced HER2 peaks in SKBR3 cells overlapped with H3K4me1. Interestingly, these common peaks of HER2 and H3K4me1 were found to be enhanced near genes classified in ‘Signal Transduction’ functions, suggesting that HER2 might directly regulate transcription of gene expression programmes that represent the same kinase signalling pathways that are potentially activated by the membrane HER2 pathway.

Previous studies have reported HER2 and EGFR translocation to the nucleus involving the integral trafficking from the endoplasmic reticulum to the nuclear envelope transport (INTERNET) pathway [7, 27]. This involves internalisation of the transmembrane receptor from the cell surface by endocytosis, movement from the Golgi to the endoplasmic reticulum and translocation to the inner nuclear membrane. A number of proteins have been reported to be involved in this process, including Importin β1, Nup358 and Sec61 [7, 27]. There is the possibility that the INTERNET process is involved in translocating both HER2 and EGFR as a heterodimer to the nucleus. Interaction with HER2 and the transcription factor STAT3 was also observed in our unbiased proteomic purification analysis and STAT3 has previously been reported to localise with HER2 at the chromatin and may be a critical functional partner of the complex, playing a direct role in gene regulation [8]. How chromatin bound HER2 contributes to this gene regulation is unknown but it could possibly involve phosphorylation and subsequent activation of partner proteins or histones. Members of the MAPK and JAK/STAT pathways including JAK2 and JNK have previously been reported to phosphorylate histones [28, 29].

Our work has complimented that of others in exploring the role of HER2 at the chromatin, confirming that apart from the important canonical role of HER2 in signal transduction at the membrane, there is another aspect to this receptor tyrosine kinase.

## Conclusion

This study provides the first genome-wide binding analysis of the transmembrane receptor HER2. We discovered over two thousand HER2 binding events that were common in two independent breast cancer cell lines, and found colocalisation with the enhancer mark H3K4me1. In addition, HER2 binding correlated with gene expression events induced by EGF. Our understanding of the role of HER2 in breast cancer has mainly focused on the classic view of HER2 as a transmembrane receptor integrated in the plasma membrane of the cell. Our work and that of others have demonstrated that this simplified model is incomplete and ignores the action of HER2 within the nucleus and on the chromatin. Further investigation is required to determine the exact mechanism of HER2 activity within the nucleus.

## Materials and methods

### Cell lines and culturing

SKBR3 and BT474 human cell lines were obtained directly from American Type Culture Collection. SKBR3 cells were grown in McCoys 5A Glutamax, supplemented with 10% FBS. BT474 cells were grown in RPMI-1640, supplemented with 10% FBS. All cell lines were regularly genotyped using STR profiling using the Promega GenePrint 10 system. Cell lines were regularly tested for mycoplasma infection. Cells were treated, without any serum deprivation, for 3 hours with vehicle (H2O) or EGF (100ng/ml, Sigma-Aldrich, St Louis, MO, USA).

### ChIP-exo and ChIP-seq

ChIP-exo and ChIP-seq experiments were performed as previously described [18, 30]. In brief, for ChIP-exo, formaldehyde cross-linked cells were lysed with a series of buffers to isolate the chromatin which was then sonicated. The chromatin was added to antibody-bead complexes and rotated at 4°C overnight. Beads with antibody/protein/chomatin bound were washed in RIPA buffer (50mM HEPES pH 7.6, 1mM EDTA, 0.7% Na deoxycholate, 1% NP-40, 0.5M LiCL) six times, then twice in 10mM Tris HCl pH8.0. End repair, P7 adapter ligation and nick repair were performed on the beads, followed by the Lambda and RecJf exonuclease reactions. Chromatin bound to the antibody of choice was eluted/reverse crosslinked at 65°C overnight. A phenol:chloroform extraction was performed followed by second strand synthesis, P5 adapter ligation and PCR amplification. DNA of 200-350bp was selected and extracted from an agarose gel. Antibodies used were anti-HER2 (Santa Cruz, sc-284, lots numbers F0512, I2712, K0711, B1413) and anti-H3K4me1 (Abcam, ab8895, lot number GR149140-1). For each ChIP-exo/seq experiment, 10 μg (HER2) or 5 μg (H3K4me1) of antibody was used.

### ChIP-exo and ChIP-seq data analysis

Single-end 36 bp reads were generated on the Illumina Hi-Seq2500 and mapped to hg19 genome using bowtie2 2.2.6 [31]. Aligned reads with the mapping quality less than 5 were filtered out. Peaks were called with MACS2 version 2.0.10.20131216 [19] for HER2 data and Sicer version 1.1 [32] for the histone mark data. using sequences from the SKBR3 and BT474 chromatin extracts as a background input control. A further filtration was carried out by removing reads falling into the ‘blacklist’ regions identified by ENCODE [33] or in regions found to have high signals in cell-line-specific input samples as determined by the Bioconductor package *GreyListChIP* (http://www.bioconductor.org/packages/release/bioc/html/GreyListChIP.html). The peaks yielded with MACS2 q value < = 1e-3 were selected for downstream analysis. Meme version 4.9.1 [34] was used to detect known and discover novel binding motifs amongst tag-enriched sequences. The Broad Institute’s Gene Set Enrichment Analysis (GSEA) website (http://software.broadinstitute.org/gsea) was used to perform Gene Ontology studies.

### Rapid IP-mass spectrometry of endogenous protein (RIME)

RIME experiments [24] were performed using two nuclear/chromatin extraction kits. Nuclei Pure Prep Nuclei Isolation kit (Sigma, St Louis, MO, USA) and the chromatin fraction from the Subcellular Extraction kit (Thermo Scientific, Rockford, IL, USA) were used for immunoprecipitating the protein complexes. SKBR3 cells were grown in R/K-deficient SILAC DMEM (PAA; E15-086), 10% dialysed serum (Sigma-Aldrich; F0392), and supplemented with 800mM _L_-lysine ^13^C_6_^15^N_2_ hydrochloride and 482mM _L_ -arginine ^13^C_6_^15^N_4_ hydrochloride (Sigma- Aldrich) for ‘heavy’-labelled media or 800mM _L_-lysine ^12^C_6_^14^N_2_ hydrochloride and 482mM _L_-arginine ^12^C_6_^14^N_4_ hydrochloride for ‘light’-labelled media. Antibody used was anti-HER2 (sc-284, Santa Cruz, lot number B1413). Each RIME experiment was performed by mixing cells from each label after respective drug treatments. One replicate was performed for each extraction kit, with the SILAC labels switched between the treatments. Bead-bound proteins were digested by the addition of 10 ml trypsin solution 15 ng /ul (Worthington Biochemicals) in 100mM ammonium bicarbonate. The beads were then incubated at 37°C overnight. A second step digestion was performed the following day for 4 h. Sample tubes were placed on a magnetic rack and the supernatant solution was collected and acidified by the addition of 2 ml 5% formic acid. The samples were then cleaned using Ultra-Micro C18 Spin Columns (Harvard Apparatus) prior to the mass spectrometry (MS) analysis according to manufacturer’s instructions.

MS was performed using an LTQ Velos-Orbitrap MS (Thermo Scientific) coupled to an Ultimate RSLCnano-LC system (Dionex). Optimal separation conditions resulting in maximal peptide coverage were achieved using an Acclaim PepMap 100 column (C18, 3 μm, 100 Å) (Dionex) with an internal diameter of 75 μm and capillary length of 25 cm. A flow rate of 350 nl/min was used with a solvent gradient of 5% B to 50% B in 120 min. Solvent A was 0.1% (v/v) formic acid in water, whereas the composition of solvent B was 80% (v/v) acetonitrile in 0.1% (v/v) formic acid.

The mass spectrometer was operated in positive ion mode using an Nth order double-play method to automatically switch between Orbitrap-MS and LTQ Velos-MS/MS acquisition. Survey full-scan MS spectra (from 400 to 1,600 m/z) were acquired in the Orbitrap with resolution (R) 60,000 at 400 m/z. The method allowed sequential isolation of the 10 most intense ions for fragmentation in the linear ion trap, depending on signal intensity, using CID at collision energy 30. Target ions already selected for MS/MS were dynamically excluded for 20 s. General MS conditions were electrospray voltage, 2.0kV with no sheath or auxiliary gas flow, an ion selection threshold of 1,000 counts for MS/MS, an activation Q value of 0.25, activation time of 10 ms and an S-Lens RF level of 65% were also applied.

### RIME analysis

Raw MS data files were processed using Proteome Discoverer v.1.4 (Thermo Scientific). Processed files were searched against the SwissProt human database using the Sequest HT. The Nodes for SequestHT included the following parameters: Precursor Mass Tolerance 20ppm, Fragment Mass Tolerance 0.5 Da, Dynamic Modifications were Oxidation of M (+15.995 Da) and Deamidation of N, Q (+0.984 Da). Protein quantification was based on the relative precursor intensity of the light and heavy R(10), K(8) SILAC labelled versions of their matching peptides. The level of confidence for peptide identifications was estimated using the Percolator node with decoy database search. FDR<1% was applied in all the runs.

### Proximity ligation assay (PLA)

Cells were fixed and permeabilised by treating 5 minutes with methanol (-20°C) and washing thrice with cold phosphate buffered saline. PLA was carried out according to the supplier’s protocol (Olink Bioscience). Primary antibodies used for the PLA reaction were anti-methyl Histone H3 Lysine 4 at a 1/50 dilution (Abcam ab8895) and anti HER2 at a 1/75 dilution (Abcam ab16901). Cells were observed with a Nikon Eclipse Ni-E microscope at magnification x630 and images were captured with Nikon’s NIS Elements Imaging software. DAPI and PLA fluorescence were captured at high resolution with automated 0.5μm z- sections for a total of 8 separate z-sections per observation field. All Z-sections were then stacked. Cell numeration and PLA labeling were carried out using Image J software. Cells and red PLA dots were counted using the ‘Analyze Particles’ function. For each condition, at least 200 cells were imaged and analyzed. A mean value of number of spots per nucleus was then calculated and normalised to the SKBR3 siNT sample. All statistical analyses were carried out by performing student’s T-Test.

### RNAseq

Total RNA was extracted from cells treated with vehicle or EGF (100ng/ml) for 3 hours. RNAseq libraries were prepared using Illumina’s TruSeq mRNA Stranded Sample prep kit. Five replicates were performed for each treatment.

### RNAseq data analysis

Single-end 40BP reads generated on the Illumina HiSeq were aligned to the human genome version GRCh37.64 using TopHat version 2.0.4 [35]. Read counts were then obtained using HTSeq-count version 0.5.3p9 (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html). Read counts were then normalised and tested for differential gene expression using the Bioconductor package *DESeq2* [36] version 1.8.1. Multiple testing correction was applied using the Benjamini-Hochberg method. Genes were selected as differentially expressed such that FDR <0.01.

### Integration of RNAseq and ChIP-seq data

Chip-seq/exo binding sites were annotated using genomic features of the Human Genome Assembly [GRCh37]. Genes whose body coordinates were in the proximity to chip-seq peak summits within region of +/- 10kbp were selected as potential target genes for regulation by HER2. P-values derived from DESeq2 analyses of the RNA-Seq data for all selected genes were–log10 transformed. These values were subsequently used for ranking and weighting of genes. GSEAPreranked analysis tool from Gene Set Enrichment Analysis (GSEA) software, version 2.2.3 (http://software.broadinstitute.org/gsea/index.jsp) has been used for establishing potential functional relation between Chip-seq/exo site location and gene expression. For hierarchical clustering, RNA-seq read counts were normalised using library size and standard deviation coefficients and then log2 transformed. Clustering functions and heatmap visualisation was performed using Matlab Bioinformatics toolbox framework (https://uk.mathworks.com/products/bioinfo.html).

### Western blot

Immunoblotting was performed using anti-ErbB2 (sc-284, Santa Cruz), anti-Tubulin (DM1a, Sigma-Aldrich), anti-Lamin B (ab20396, Abcam), anti-phospho-ERK1/2 (4370, Cell Signalling), anti-β-Actin (ab6276, Abcam).

In brief, whole cell lysates were extracted using the Pierce RIPA Buffer (Cat No 89900, Thermo Fisher Scientific) and quantified using the Bradford assay.

Chromatin fractionations were performed as follows: Cells pellets were resuspended in Buffer A [10mM Hepes (pH 7.9), 10mM KCl, 1.5mM MgCl2, 0.34M Sucrose, 10% glycerol] with 1mM DTT, protease inhibitors (PI), 0.1mM PMSF, 0.1% Triton X-100 and incubated on ice for 10 minutes. Nuclei were collected by centrifugation, 3,500rpm 5 minutes, 4°C. Supernatant was retained as cytosolic fraction. The pellet was washed once in Buffer A (plus 1mM DTT, PI, 0.1mM PMSF, no detergent) then resuspended in 200 μl of Buffer B [3mM EDTA, 0.2mM EGTA] with 1mM DTT, PI, 0.1mM PMSF and vortexed. Incubated on ice for 30 minutes with occasional vortexing, centrifuged at 4,000 rpm for 5 minutes at 4°C. The supernatant was retained as nucleoplasmic fraction. The pellet was wash pellet (x5) in 300 μl Buffer B (plus 1mM DTT, PI, 0.1mM PMSF). On last wash, sample was sonicated for 30 seconds then centrifuged at 5,000 rpm for 5 minutes at 4°C. The pellet was resuspended in 55 μl 1X DNase I Buffer (Ambion AM2222) plus 5 μl DNase and incubated at 37°C for 30–60 minutes. A needle and syringe were used to homogenise the sample if needed.

Samples were run on pre-cast NuPAGE^™^ 4–12% Bis-Tris Protein Gels (Thermo Fisher Scientific) until fully separated by molecular weight then transferred to a nitrocellulose membrane using iBlot^®^ Gel Transfer Device (Thermo Fisher Scientific) before incubation with blocking solution, following be primary and secondary antibodies. Proteins were detected using standard chemiluminescence.

### Data Deposition

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD003915. ChIPseq and RNAseq data have been deposited in the GEO database under the reference GSE79778.

## Supporting information

S1 Fig A) Western blot analysis using fractionated cell lysates from SKBR3 and BT474 cells, under asynchronous and EGF-treatment conditions. Cells were treated for 3 hours with 100ng/ml EGF. B) Comparison of HER2 ChIPexo and ChIPseq UCSC genome browser shots, illustrating the increased sensitivity of the ChIPexo method in detecting HER2 binding sites. C) Western blot analysis of cell lysates from SKBR3 cells after EGF treatment. Induction of pERK1/2 confirms the action of EGF in the treated cells. D) Venn diagram and UCSC genome browser shots illustrating the unique and common peaks in asynchronous and EGF-treated SKBR3 cells. E) CEAS analysis of the binding sites of HER2 in the SKBR3 cell line across various features of the genome.
(TIF) Click here for additional data file.

S2 Fig A) Venn diagram and average intensity plots of HER2 ChIPexo binding sites in the BT474 cell line. The binding sites found in both the asynchronous and EGF-treated cells had the strongest average intensity. B) CEAS analysis of the binding sites of HER2 in the BT474 cell line across various features of the genome. C) Venn diagram illustrating the overlap between HER2 binding sites with H3K4me1 under EGF conditions in the BT474 cell line. D) Proximity ligation assay in the SKBR3 cell line utilising antibodies raised against HER2 and H3K4me1 illustrating an increase in the number of fluorescent foci with treatment of the EGF in comparison to control (PBS) treated cells. Anti-HER2 (mouse monoclonal, Abcam ab16901) and anti-H3K4me1 (rabbit polyclonal, Abcam ab8895) antibodies were used for PLA experiments. Histogram with quantification of fluorescent foci. *p-value < 0.05 (Student’s t-test). E) Coimmunoprecipitation in the SKBR3 cell line. EGFR and STAT3 were immunoprecipitated and western blot performed for HER2.
(TIF) Click here for additional data file.

S1 Table HER2 RIME full data. Data from RIME experiments, from HER2 and IgG immunoprecipitations using nuclear and chromatin fractions from SKBR3 cell lines. In sample 602 & 603, EGF treated cells had been cultured in media containing heavy arginine and lysine, and vehicle treated cells had been cultured in media containing light arginine & lysine. In samples 628 & 629, the labels were reversed, i.e. the EGF treated cells had been cultured in media containing light arginine and lysine, and vehicle treated cells had been cultured in media containing heavy arginine & lysine.
(XLSX) Click here for additional data file.

## References

[1] CurtisC, ShahSP, ChinSF, TurashviliG, RuedaOM, DunningMJ, et al The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups. Nature. 2012;486(7403):346–52. Epub 2012/04/24. 10.1038/nature10983 22522925PMC3440846

[2] SlamonDJ, ClarkGM, WongSG, LevinWJ, UllrichA, McGuireWL. Human breast cancer: correlation of relapse and survival with amplification of the HER-2/neu oncogene. Science. 1987;235(4785):177–82. Epub 1987/01/09. 10.1126/science.3798106 .3798106

[3] CarterP, PrestaL, GormanCM, RidgwayJB, HennerD, WongWL, et al Humanization of an anti-p185HER2 antibody for human cancer therapy. Proceedings of the National Academy of Sciences of the United States of America. 1992;89(10):4285–9. Epub 1992/05/15. 10.1073/pnas.89.10.4285 1350088PMC49066

[4] RyanQ, IbrahimA, CohenMH, JohnsonJ, KoCW, SridharaR, et al FDA drug approval summary: lapatinib in combination with capecitabine for previously treated metastatic breast cancer that overexpresses HER-2. The oncologist. 2008;13(10):1114–9. Epub 2008/10/14. 10.1634/theoncologist.2008-0816 .18849320

[5] KropIE, KimSB, MartinAG, LoRussoPM, FerreroJM, Badovinac-CrnjevicT, et al Trastuzumab emtansine versus treatment of physician’s choice in patients with previously treated HER2-positive metastatic breast cancer (TH3RESA): final overall survival results from a randomised open-label phase 3 trial. Lancet Oncol. 2017 10.1016/S1470-2045(17)30313-3 .28526538

[6] XieY, HungMC. Nuclear localization of p185neu tyrosine kinase and its association with transcriptional transactivation. Biochem Biophys Res Commun. 1994;203(3):1589–98. 10.1006/bbrc.1994.2368 .7945309

[7] GiriDK, Ali-SeyedM, LiLY, LeeDF, LingP, BartholomeuszG, et al Endosomal transport of ErbB-2: mechanism for nuclear entry of the cell surface receptor. Molecular and cellular biology. 2005;25(24):11005–18. Epub 2005/11/30. 10.1128/MCB.25.24.11005-11018.2005 16314522PMC1316946

[8] BeguelinW, Diaz FlaqueMC, ProiettiCJ, CayrolF, RivasMA, TkachM, et al Progesterone receptor induces ErbB-2 nuclear translocation to promote breast cancer growth via a novel transcriptional effect: ErbB-2 function as a coactivator of Stat3. Molecular and cellular biology. 2010;30(23):5456–72. 10.1128/MCB.00012-10 20876300PMC2976427

[9] Diaz FlaqueMC, GalignianaNM, BeguelinW, VicarioR, ProiettiCJ, RussoR, et al Progesterone receptor assembly of a transcriptional complex along with activator protein 1, signal transducer and activator of transcription 3 and ErbB-2 governs breast cancer growth and predicts response to endocrine therapy. Breast Cancer Res. 2013;15(6):R118 10.1186/bcr3587 24345432PMC3978912

[10] Diaz FlaqueMC, VicarioR, ProiettiCJ, IzzoF, SchillaciR, ElizaldePV. Progestin drives breast cancer growth by inducing p21(CIP1) expression through the assembly of a transcriptional complex among Stat3, progesterone receptor and ErbB-2. Steroids. 2013;78(6):559–67. 10.1016/j.steroids.2012.11.003 .23178160

[11] WangSC, LienHC, XiaW, ChenIF, LoHW, WangZ, et al Binding at and transactivation of the COX-2 promoter by nuclear tyrosine kinase receptor ErbB-2. Cancer cell. 2004;6(3):251–61. Epub 2004/09/24. 10.1016/j.ccr.2004.07.012 .15380516

[12] VenturuttiL, RomeroLV, UrtregerAJ, ChervoMF, Cordo RussoRI, MercoglianoMF, et al Stat3 regulates ErbB-2 expression and co-opts ErbB-2 nuclear function to induce miR-21 expression, PDCD4 downregulation and breast cancer metastasis. Oncogene. 2016;35(17):2208–22. 10.1038/onc.2015.281 .26212010

[13] LiLY, ChenH, HsiehYH, WangYN, ChuHJ, ChenYH, et al Nuclear ErbB2 enhances translation and cell growth by activating transcription of ribosomal RNA genes. Cancer Res. 2011;71(12):4269–79. 10.1158/0008-5472.CAN-10-3504 21555369PMC3117049

[14] LiX, KuangJ, ShenY, MajerMM, NelsonCC, ParsawarK, et al The atypical histone macroH2A1.2 interacts with HER-2 protein in cancer cells. The Journal of biological chemistry. 2012;287(27):23171–83. 10.1074/jbc.M112.379412 22589551PMC3391143

[15] DillonMF, StaffordAT, KellyG, RedmondAM, McIlroyM, CrottyTB, et al Cyclooxygenase-2 predicts adverse effects of tamoxifen: a possible mechanism of role for nuclear HER2 in breast cancer patients. Endocrine-related cancer. 2008;15(3):745–53. Epub 2008/05/13. 10.1677/ERC-08-0009 .18469157

[16] SchillaciR, GuzmanP, CayrolF, BeguelinW, Diaz FlaqueMC, ProiettiCJ, et al Clinical relevance of ErbB-2/HER2 nuclear expression in breast cancer. BMC cancer. 2012;12:74 Epub 2012/02/24. 10.1186/1471-2407-12-74 22356700PMC3342900

[17] Cordo RussoRI, BeguelinW, Diaz FlaqueMC, ProiettiCJ, VenturuttiL, GalignianaN, et al Targeting ErbB-2 nuclear localization and function inhibits breast cancer growth and overcomes trastuzumab resistance. Oncogene. 2015;34(26):3413–28. Epub 2014/09/02. 10.1038/onc.2014.272 .25174405

[18] SerandourAA, BrownGD, CohenJD, CarrollJS. Development of an Illumina-based ChIP-exonuclease method provides insight into FoxA1-DNA binding properties. Genome biology. 2013;14(12):R147 Epub 2014/01/01. 10.1186/gb-2013-14-12-r147 .24373287PMC4053927

[19] ZhangY, LiuT, MeyerCA, EeckhouteJ, JohnsonDS, BernsteinBE, et al Model-based analysis of ChIP-Seq (MACS). Genome biology. 2008;9(9):R137 Epub 2008/09/19. 10.1186/gb-2008-9-9-r137 18798982PMC2592715

[20] HeintzmanND, StuartRK, HonG, FuY, ChingCW, HawkinsRD, et al Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat Genet. 2007;39(3):311–8. 10.1038/ng1966 .17277777

[21] PoulardC, RambaudJ, Le RomancerM, CorboL. Proximity ligation assay to detect and localize the interactions of ERalpha with PI3-K and Src in breast cancer cells and tumor samples. Methods Mol Biol. 2014;1204:135–43. 10.1007/978-1-4939-1346-6_12 .25182767

[22] MoothaVK, LindgrenCM, ErikssonKF, SubramanianA, SihagS, LeharJ, et al PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nature genetics. 2003;34(3):267–73. Epub 2003/06/17. 10.1038/ng1180 .12808457

[23] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545–50. 10.1073/pnas.0506580102 16199517PMC1239896

[24] MohammedH, D’SantosC, SerandourAA, AliHR, BrownGD, AtkinsA, et al Endogenous purification reveals GREB1 as a key estrogen receptor regulatory factor. Cell Rep. 2013;3(2):342–9. 10.1016/j.celrep.2013.01.010 .23403292PMC7116645

[25] LinSY, MakinoK, XiaW, MatinA, WenY, KwongKY, et al Nuclear localization of EGF receptor and its potential new role as a transcription factor. Nature cell biology. 2001;3(9):802–8. Epub 2001/09/05. 10.1038/ncb0901-802 .11533659

[26] AndriqueL, FauvinD, El MaassaraniM, ColassonH, VannierB, SeiteP. ErbB3(80 kDa), a nuclear variant of the ErbB3 receptor, binds to the Cyclin D1 promoter to activate cell proliferation but is negatively controlled by p14ARF. Cellular signalling. 2012;24(5):1074–85. Epub 2012/01/21. 10.1016/j.cellsig.2012.01.002 .22261253

[27] WangYN, LeeHH, LeeHJ, DuY, YamaguchiH, HungMC. Membrane-bound trafficking regulates nuclear transport of integral epidermal growth factor receptor (EGFR) and ErbB-2. The Journal of biological chemistry. 2012;287(20):16869–79. Epub 2012/03/28. 10.1074/jbc.M111.314799 22451678PMC3351284

[28] DawsonMA, BannisterAJ, GottgensB, FosterSD, BartkeT, GreenAR, et al JAK2 phosphorylates histone H3Y41 and excludes HP1alpha from chromatin. Nature. 2009;461(7265):819–22. 10.1038/nature08448 19783980PMC3785147

[29] TiwariVK, StadlerMB, WirbelauerC, ParoR, SchubelerD, BeiselC. A chromatin-modifying function of JNK during stem cell differentiation. Nat Genet. 2012;44(1):94–100. 10.1038/ng.1036 .22179133

[30] SchmidtD, WilsonMD, SpyrouC, BrownGD, HadfieldJ, OdomDT. ChIP-seq: using high-throughput sequencing to discover protein-DNA interactions. Methods. 2009;48(3):240–8. Epub 2009/03/12. 10.1016/j.ymeth.2009.03.001 .19275939PMC4052679

[31] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357–9. 10.1038/nmeth.1923 22388286PMC3322381

[32] ZangC, SchonesDE, ZengC, CuiK, ZhaoK, PengW. A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. Bioinformatics. 2009;25(15):1952–8. 10.1093/bioinformatics/btp340 19505939PMC2732366

[33] ConsortiumEP. An integrated encyclopedia of DNA elements in the human genome. Nature. 2012;489(7414):57–74. 10.1038/nature11247 22955616PMC3439153

[34] BaileyTL, BodenM, BuskeFA, FrithM, GrantCE, ClementiL, et al MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res. 2009;37(Web Server issue):W202–8. 10.1093/nar/gkp335 19458158PMC2703892

[35] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009;25(9):1105–11. 10.1093/bioinformatics/btp120 19289445PMC2672628

[36] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome biology. 2014;15(12):550 10.1186/s13059-014-0550-8 25516281PMC4302049

How the deposited data were processed for this re-analysis (not part of the article)

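RNA-seq of SKBR3 cells given vehicle or 100 ng/ml EGF for 3 hours was analysed, with 5 libraries per treatment. Treatments and replicate numbers 1, 3, 4, 5 and 6 were taken from the sample labels, and every library's column could be mapped. The ChIP-seq, ChIP-exo and proximity ligation data of the paper were not analysed here.

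The authors aligned the reads to GRCh37 with TopHat, counted them on Ensembl genes with HTSeq-count and normalised and tested the counts with DESeq2, as the paper's methods state. The values the authors deposited per library are a signal, that is, read counts divided by the library's size factor. In the authors' deposited comparison table, the mean normalised count is again a signal over all libraries, the fold change and its standard error are log2 values, the Wald statistic is a score, and the p-value is given raw and after Benjamini-Hochberg adjustment. Its mean counts were the row means of the normalised counts. The log2 fold changes in the authors' deposited table are vehicle over EGF: across 11315 genes with a mean of at least 50, which are not independent replicates, their correlation with the log2 ratio of EGF over vehicle means was -1.00. The table lists 51947 genes, and 2180 IDs of the normalised counts are not in it. Gene symbols and coordinates are those of the authors' deposited table, and gene types and exon overlaps those of a GENCODE annotation lifted to GRCh37, which is newer than the one the authors counted on.

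The value of 1 read was found in each library from its smallest values, and 100% of the values came out whole. Reads on genes ranged from 9562135 to 34406886 per library. A gene with 3 reads or fewer in every library of a group was taken to be at the floor, worth 3.45 normalised counts on average with vehicle and 2.82 with EGF, and its fold is given as a bound. No libraries of one treatment differed by less than the sampling noise: the chi-square of recovered reads per degree of freedom was at least 5.33 for each pair.

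The test was limma (version 3.58.1, lmFit and eBayes with a variance trend) on log2(normalised count + 1), for 14687 genes with a mean of at least 10 normalised counts, with Benjamini-Hochberg adjustment, a threshold of 0.01 as in the paper, and no block. Reads were recovered, so edgeR's quasi-likelihood test with TMM normalisation (version 4.0.16) and DESeq2 (version 1.42.0) were run on them as alternatives, and called 6452 and 7246 genes. An adjusted p that DESeq2 left out stayed out. The steps were tested on simulated data, with counts drawn for the 14687 genes from the means, library sizes and dispersions of these libraries and 200 genes changed. limma called 166 of the 200 (83.0%) and 0 unchanged genes, edgeR 171 and 0, and DESeq2 178 and 7. The 200 genes were changed by at least 1 on the log2 scale, up or down at random. No pairing, no sets of replicates and no shift of the totals were simulated. In the data 42.8% of the tested genes were called, most with changes under 1. The simulation therefore checks the steps and gives no error rate or power for such data.

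Vehicle and EGF libraries share replicate numbers, which the labels give. Libraries with the same number deviated together from their group means, with correlations across the tested genes between 0.13 and 0.55 for the 5 numbers. For libraries with different numbers the median was -0.19, with a range from -0.51 to 0.56, so that some of these deviated together as much as the closest pair. Every pair was over 0.1, so the numbers were taken to pair the libraries. The main test had been set before this was seen and leaves the pairing out, so differences between replicates stay in its error. A fit with the replicate number as a block was one of the alternatives, and limma called 8583 genes with it against 6284 without. The other alternatives, which like the test itself were set before the data were examined, were pseudocounts of 0.5 and 8, no filter, a mean of at least 50, upper-quartile scaling, scaling to equal totals, no variance trend, each library left out in turn, edgeR with and without the block, DESeq2, an adjusted p of 0.05, a log2 fold change of at least 0.5, and the top 100 and top 2000 genes. Fits of replicates 3 and 6 alone and of 1, 4 and 5 alone, DESeq2 with shrunken fold changes, and a fit without the 2180 unlisted IDs were added after the data were seen. Shares carry Clopper-Pearson intervals, and single measures were compared with exact permutation tests.

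The genes named follow a rule set at the same time: the 5 largest rises and 5 largest falls among genes past the threshold with the same direction in all pairs, 16 genes the paper names, and 25 genes induced by EGFR and MAPK signalling. A gene among the largest rises is not reported here. Of the 16, 2 could not be tested: PTGS2 was at or under 3 reads in every library, and PGR had 0 reads. GC content and length came from the longest transcript of each gene, which 96.1% of the tested genes had, and were removed per library with natural splines of 4 degrees of freedom. The SILAC ratios of the paper's S1 Table were turned to EGF over vehicle with the labels its legend gives. Python (version 3.11.15) and R (version 4.3.3) were used.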

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

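All tests on single libraries and on the SILAC ratios in this part were chosen after the values were seen, apart from the refits without a far library.

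In 7 of the 108 groups of 5 libraries examined (depth measures and named genes, each in both treatments), 1 library lay far from the other 4 by Dixon's test, with a gap of more than 0.71 of the group's range. Chance gives about 5.4. The 7 were FOSL1 with vehicle (ratio 0.808; 12.4 normalised counts in vehicle replicate 6 against 7.49 to 8.43 in the others), LINC00284 with vehicle (0.787; 19.0 in vehicle replicate 3 against 41.8 to 47.9), PRKCH with EGF (0.716; 224 in EGF replicate 3 against 299 to 329), PTGS2 with vehicle (1; a single read in vehicle replicate 6), SEC61B with vehicle (0.757; 1593 in vehicle replicate 6 against 1752 to 1802), ETV5 with EGF (0.794; 3 reads in EGF replicate 6) and PLAUR with vehicle (0.767; 532 in vehicle replicate 3 against 440 to 462).

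Leaving out the far library kept the direction and the side of the threshold for 4 of the 5 genes that could be tested, with log2 fold changes of 8.03 for FOSL1, -3.87 for LINC00284, -0.21 for PRKCH and 2.48 for PLAUR. SEC61B was the exception: its log2 fold change of 0.28 (limma, adjusted p = 0.0063) became 0.25 without vehicle replicate 6, with an adjusted p of 0.013 from limma. That library cannot be told apart from the others in this, since the call was also lost without vehicle replicates 1, 3 and 4 and without EGF replicates 1, 3, 5 and 6, each left out in turn, with adjusted p up to 0.020, and the direction stayed. Over all alternatives the adjusted p of SEC61B lay between 0.00093 and 0.38. PTGS2 and ETV5 were at or under 3 reads in every library and exclude nothing. All 7 far libraries were replicates 3 or 6, which are 40% of the libraries; the chance of that is 0.0016 if each library were as likely, though the 7 values are not independent. The split of replicates 3 and 6 from the others, described under the other observations, is a candidate explanation, but it was noticed in the same libraries, which hold no record of what parts them, and so cannot be told apart from chance. No biological explanation was tested.

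The paper's S1 Table holds heavy to light ratios for the proteins purified with HER2, which the paper's text does not report by treatment. By the paper's legend, EGF cells were heavy in preparation 602 and light in preparation 628. EGFR against HER2, EGF over vehicle, was 0.615 in 602 and 0.711 in 628, a mean of 0.663, from 4 and 5 quantified peptide pairs of the paper's table. EGFR was not in either IgG purification. The paper states that the preparations were made with different kits. Of the 147 proteins with 3 or more pairs in both HER2 purifications, 0 had ratios below those of EGFR in both, while of all proteins with a ratio 4.06% in 602 and 6.25% in 628 were lower than EGFR. The variability that the paper's table gives for EGFR was 5.05% in 602 and 20.0% in 628. A bias of one label would put the preparations on opposite sides of 1, and the higher of the values was 0.711, below 1 by more than its variability. Peptides shared with HER2 would pull EGFR towards HER2, and the lower of the values was 0.615. Less EGFR transcript is also argued against for the RNA-seq cells, where EGFR rose by a log2 fold change of 1.54 after 3 hours; the paper gives 3 hours of EGF for both experiments, but the purifications used cells grown in SILAC medium. Less EGFR bound to HER2 or less EGFR protein after EGF may each account for the ratio, and both were left untested.

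STAT3 against HER2, EGF over vehicle, was 1.23 in both preparations (mean 1.23), from 6 and 10 peptide pairs of the paper's table. The IgG purification 603 held STAT3 in 2 spectra with 1 quantified pair, and 629 held none. Of the 147 proteins, 2 had ratios above those of STAT3 in both, and 94.9% and 83.5% of the proteins with a ratio in 602 and 628 were lower than STAT3. The variability in the paper's table was 31.3% in 602 and 13.9% in 628. Both values were above 1, where a label bias alone would put the preparations on opposite sides of 1. The rise to 1.23 in 602 was smaller than the variability there, however. This variability alone, or a label bias hidden by it, therefore cannot be told apart from an effect of EGF. The STAT3 transcript had a log2 fold change of 0.36, past the threshold with the replicate block in limma and in edgeR and within replicates 3 and 6, and not with the other alternatives, so a larger amount of STAT3 cannot be told apart from more STAT3 bound to HER2; no protein amounts outside the purification were analysed here.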

How the results depend on the processing

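The number of genes past the threshold stayed within 1.5 times of 6284 under every alternative run, from 5362 with a mean of at least 50 to 8704 with edgeR on the recovered reads and a replicate block. Without 1 library it ran from 5424 (without EGF replicate 1) to 6137 (without vehicle replicate 6). Of the genes called by each alternative and by limma as first set, none changed direction. For the 6272 shared under the replicate block this was fixed in advance, since the block leaves limma's log2 fold changes as they are. The same is true of the fits that change only the filter or the variance trend. Scaling to equal totals, with 5029 shared, moves the median by only -0.20, so the lack of reversals among genes past both thresholds says little.

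Scaling to equal totals gave 2079 genes higher after EGF in place of 3334. It moved the median log2 fold change of all tested genes from 0.02 to -0.18, as it is built to, while upper-quartile scaling moved it by 0.04. edgeR with the replicate block gave 4437 lower genes in place of 2950. Most of this rise came with the block, since limma with the block gave 4018 lower genes, of 8583 past the threshold, and edgeR without it 3317. The 2102 genes that changed by at least 1 became 1372 with a mean of at least 50, where fewer genes are tested, and 4831 when the limit was 0.5. Without 1 library, higher genes ran from 2860 to 3234, lower genes from 2547 to 2903 and those changed by at least 1 from 1988 to 2169.

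The share of lower genes among the top 500 moved from 31.6% to 53.6% with equal totals, 23.0% with upper-quartile scaling, 26.2% with the replicate block, 14.0% in the top 100 and 41.8% in the top 2000. It was 25.0% within replicates 3 and 6 and 25.4% within replicates 1, 4 and 5, settings added after the data were seen. Without 1 library it ran from 28.8% to 35.2%. The top 100, the top 2000 and the sets of replicates change the genes or samples by construction; for the other settings the cause was not tested.

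Of the 44 named genes tested, 36 kept their direction and their side of the threshold in every alternative. In the other 8 the values changed as follows: 10 weaker, 14 stronger and 8 reversed of 742, a number in which the fits without 1 library enter only with the lowest and the highest fold change of each gene. The reversals were those of genes near 0. MAP3K13, at 0.02, was -0.18 with equal totals, -0.018 with edgeR, -0.017 with edgeR and the block, -0.038 within replicates 1, 4 and 5, and from -0.024 (without EGF replicate 6) to 0.055 without 1 library, and also below 0 without vehicle replicate 4. JAK2, at -0.03, was 0.0098 with upper-quartile scaling, 0.033 within replicates 3 and 6, and from -0.097 to 0.032 (without vehicle replicate 5) without 1 library, and also above 0 without EGF replicate 3. The reversals under a scaling are of the size of its shift of all genes, -0.20 for equal totals and 0.04 for upper-quartile scaling; for the others the cause was not tested. The replicate block brought PRKCH (limma, adjusted p = 0.0094), STAT3 (adjusted p = 2.3e-04) and KPNB1 (adjusted p = 3.9e-05) past the threshold. It changed no other named gene's call, and it leaves limma's log2 fold changes as they are. Without the block the adjusted p of PRKCH, STAT3 and KPNB1 from limma was 0.084, 0.072 and 0.012. KPNB1 also passed with upper-quartile scaling, with DESeq2, within each set of replicates, and without vehicle replicate 1 (adjusted p = 0.0096) or vehicle replicate 4 (adjusted p = 0.0095), and its adjusted p reached 0.10 with equal totals. DUSP6 no longer passed without EGF replicate 5, and SEC61B without any of 8 of the 10 libraries.

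In the paper's SILAC ratios, EGFR against HER2 moved by less than the spread of the preparations. STAT3 against HER2 moved from 1.23 to 1.29 when not divided by HER2 and to 1.29 when divided by the median ratio of all proteins, because HER2 itself was at 1.09 and 1.02. With either preparation left out, EGFR was at 0.615 or 0.711 and STAT3 at 1.23.

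Depth limits the genes with few reads: vehicle replicate 1 had 9562135 reads, and 17145 genes with reads had a mean under 10 normalised counts and were tested only in the fits with no filter and with DESeq2.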

Other observations

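The splits for the number of all genes past the threshold, the test of a fixed background and that of the EGF effect within the sets of replicates were chosen after the result was seen, and the test of the SILAC ratios after single ratios had been seen.

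Other groupings of the libraries were compared with the real one. Of 100 splits of the 10 libraries into 5 and 5, drawn from 126 with the real one included, 1 (the real one) gave as many genes past the threshold, and the largest number in the others was 0. The same was true, 1 of 100, of the genes higher after EGF, the genes lower, the genes changed by at least 1 and the EGF response genes. Among the 16 splits that part all 5 pairs, 1 gave as many genes and the others 0, although 16 splits cannot give a share under 0.05. All other splits mix the treatments, which adds the difference between them to the spread within groups, so a count of 0 there says little about how many genes differ. At an unadjusted p under 0.05 the real split gave 8935 genes and the other drawn splits a median of 82, the highest being 5117.

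The log2 fold changes in the authors' deposited table are vehicle over EGF. Of its 7271 genes with an adjusted p under 0.01, 3808 have a negative value and were higher after EGF, and 3463 have a positive value and were lower. The paper's counts of upregulated and downregulated genes with HER2 and H3K4me1 signal (Fig 4B) rest on a gene list that was not used here, so whether they were taken with this sign was not tested.

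Changes after EGF followed abundance. In the most abundant quintile of the tested genes the median log2 fold change was 0.24 and 81.0% of the called genes were higher. In the least abundant quintile the median was -0.18 and 32.3% of the called genes were higher. With equal totals these medians were 0.037 and -0.37, so the scaling decides whether abundant genes rose or scarce genes fell. The difference between these quintiles was 0.42, between 0.36 and 0.47 with 1 library left out, 0.41 with equal totals, 0.52 within replicates 3 and 6 and 0.37 within replicates 1, 4 and 5. Of 100 splits, 1 (the real one) gave a difference as large, but another reached 0.40, so that the margin was small and libraries of the same treatment also differ along abundance. The difference was 0.46 with all libraries thinned to the smallest, 0.42 after a correction for GC content and length and 0.44 with no pseudocount, which argues against each of these as the whole cause. A fixed background of reads in the vehicle libraries would lower the second quintile by abundance far less than the first, to about -0.03, and its median was -0.19. A treatment effect on abundant transcripts as a class, relative to scarce ones, stays open as a hypothesis.

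Normalised totals were 1.15 times as high after EGF. The ratio was 1.16 without the 100 most abundant genes, 1.16 without mitochondrial genes and the IDs absent from the authors' deposited table, 1.12 with all libraries thinned to the smallest and scaled again, and 1.15 after the correction for GC content and length, and in each case the lowest EGF total was above the highest vehicle total. Whether one scaling factor is wrong for all genes alike cannot be told apart from a change in RNA: scaling to equal totals removes the ratio by construction, and the difference of 0.42 between the quintiles would be the same under any such factor. The libraries hold no added standard, and whether cells held more RNA after EGF was not tested.

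The second principal component, with 13.6% of the variance against 71.6% for the first, which parts the treatments, set replicates 3 and 6 apart from 1, 4 and 5 in both treatments, with a gap of 27.7% of its range. The gap was 30.8% after thinning to the smallest library, 23.2% after the correction for GC content and length and 27.1% without mitochondrial genes and unlisted IDs, so none of these is the whole cause, though GC content and length accounted for 18.7% of the variance of the difference between the sets across genes. The labels and the paper's text name no batch, and what parts the sets may be the culture or the library preparation, which the design does not record. The EGF effect did not belong to one set: of the 6882 genes called in replicates 3 and 6, 98.8% changed in the same direction in replicates 1, 4 and 5. A test of the interaction found 0 genes at an adjusted p under 0.01 (limma) and 1992 at an unadjusted p under 0.05. By chance a share of 0.05 of the 14687 tested genes would be past the latter, and 1992 is more than that. Differences between the sets in the size of the EGF effect are therefore not excluded.

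The receptors that the paper discusses changed in opposite directions after 3 hours of EGF. ERBB2 went from 135144 ± 3378 to 78251 ± 5706 normalised counts (SD, n = 5 each), a log2 fold change of -0.79 (limma, adjusted p = 4.0e-05), and ERBB3 from 4400 ± 876 to 2521 ± 335, also -0.79 (adjusted p = 3.1e-04). EGFR went from 2997 ± 615 to 8783 ± 2398, a log2 fold change of 1.54 (adjusted p = 1.8e-05). Each direction held in all 5 pairs and with equal totals, where the values were -0.99, -0.99 and 1.34. CDKN1A rose from 117 ± 34.2 to 1532 ± 166. Of the partner proteins and other genes that the paper names, RANBP2 had a log2 fold change of 0.48 (adjusted p = 6.4e-04; 0.29 and 0.021 with equal totals), and near-identical copies could have split its reads, KPNB1 one of 0.51 (0.012; between 1.6e-05 and 0.10 over the alternatives), SEC61B one of 0.28 (0.0063; between 0.00093 and 0.38 over the alternatives, the latter with equal totals, where it was 0.079), STAT3 one of 0.36 (0.072; between 2.3e-04 and 0.42 over the alternatives) and JAK2 one of -0.03 (0.84). KPNB1 and STAT3 were higher in all 5 pairs, and both passed the threshold in limma with the replicate block. Of the paper's 14 tested genes, 9 passed the threshold without the block, and 10 did when adjusted over the list alone.

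Across the 147 proteins of the paper's S1 Table with 3 or more quantified pairs in both HER2 purifications, the log2 ratios EGF over vehicle of the label-swapped preparations correlated with Pearson's r = 0.539 and Spearman's rho = 0.460 (permutation p = 0.0001 for each, the smallest that the resamples can give). Over all 372 proteins with a ratio in both, r was 0.223 and rho 0.328. Proteins are not independent replicates. A label bias would give a correlation below 0, so the values argue against it as the whole cause. Proteins also found with IgG, where 282 in 603 and 159 in 629 had a ratio, were not removed. An effect of EGF on proteins purified with HER2 thus cannot be told apart from one on background proteins.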
